A study of Mus musculus with 65 samples. Its data were reported in "Developmental cell fate choice in neural tube progenitors employs two distinct cis-regulatory strategies" (2022).

How the data were processed

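The assay was bulk RNA sequencing of fixed, stained and sorted cells, which the study called CaTS-RNA-seq. HM1 cells, a line of mouse embryonic stem (ES) cells, were differentiated towards the spinal cord. At day 3 the cultures consisted of neuromesodermal progenitors (NMPs), which can form spinal cord or trunk mesoderm. From day 3 the cells received retinoic acid together with 0, 10, 100 or 500 nM of SAG, a small molecule that activates Smoothened and so replaces the Sonic hedgehog (Shh) signal of the ventral neural tube. On days 4, 5 and 6 the cells were fixed, stained inside the cell for transcription factors, selected for SOX2 and sorted into p3, pMN, p2 and p0-1 progenitors. These are progenitor types of the ventral neural tube, listed from ventral to dorsal, and p0-1 stands for p0 and p1 sorted as one population. RNA recovered from the fixed cells was amplified from full-length cDNA, and ERCC spike-in RNA was added.

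The authors aligned the reads with STAR, inside an nf-core pipeline, to the mouse genome build mm10 plus the ERCC sequences. They counted reads per gene with featureCounts over a refGene annotation, leaving out reads marked as duplicates. Ignoring duplicates lowers the counts of short and abundant genes most. Whether the counting used the strand of a read is not stated. The authors also removed libraries that failed quality criteria on spike-in content, overrepresented sequences or the dynamic range of the spike-ins, so the groups differ in size. The deposited values are a gene-level expression signal, namely read counts that the authors divided by one size factor per library. The smallest value of a column is what 1 read is worth there, from 0.717 to 1.359, and 100.0% of the 834400 values above 0 came out as whole multiples of it. The read counts behind the signal could therefore be recovered. Size factors recomputed as medians of ratios to each gene's geometric mean gave the deposited ones, with a largest relative difference of 0.0%. The deposited annotation, which carries the positions used here as other values, lists 25239 genes and 92 spike-in entries, and all 25239 genes of the expression table are in it. The table has 0 spike-in entries, so the normalisation could not be checked against the spike-ins.

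Of the 25239 genes, 5103 were at 0 in every library and 6082 had reads in every library. The recovered totals ran from 7615114 to 13484815 reads per library. The number of genes with at least 1 read ran from 9718 to 15963 (median 12891), and the 10 most abundant genes took 3.17 to 5.1% of the reads. No library had the same values as another (0 identical pairs). The reads carry no molecular identifiers and the cDNA was amplified, so a limit drawn from a count covers counting error only. Some genes named in the text had 0 reads in 1 library and many in another of the same group. Olig2, for example, had 0 and 1741 reads in libraries of p3 at 100 nM on day 6. Therefore the error of a gene was taken from the spread between libraries, never from its counts.

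Libraries were grouped by day, SAG concentration and cell type as the labels give them. The study's methods state no test for the expression data. Differences were tested with limma on log2(value + 1), with a pseudocount of 1, over the 13964 genes with a mean of at least 10 across the libraries. A log2 change on this scale understates the change of genes with few reads. One model with a mean for each of the 25 groups was fitted to all 65 libraries, with an intensity trend in the variance (residual degrees of freedom 40, prior degrees of freedom 7.4). A comparison of cell types over days 5 and 6 is the difference between the averages of their group means. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and a change of more than 2-fold. The study applied both thresholds to its accessibility data, together with a mean above 100 normalised counts, which was not required here. A minimum mean of 100 was run as an alternative. Every adjusted p in the text comes from this limma model unless another tool is named. Means ± SD are over the libraries of a group or cell type in normalised reads. A library is said to show the direction of a change where it lies on that side of the median of the libraries it is compared with. Where every library of a group had at most 3 reads, the fold is given as a lower limit computed against 3 reads.

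Named genes followed a rule. A list of 19 marker genes and a list of 4 Shh target genes were tested whatever their values, and some of their genes are not reported here by name. For each comparison at most 3 genes per direction could be added, those with the largest log2 change among called genes with a mean of at least 100 in one of the groups compared. They also had to show no overlap between libraries for comparisons within day 5, the same sign on each day for comparisons of cell types over both days, and the same sign in at least 7 of the 8 groups for comparisons between days. The groups, tests, thresholds, lists of marker and target genes, naming rule and most alternatives were fixed before the data were examined. Lists of floor plate genes (9) and pan-neuronal genes (8), used in the closing section, were written later but before they were tested. Medians of lists were placed among 10000 random lists of the same size matched on mean expression. The genes of a random list were drawn independently, so a percentile does not measure the error between libraries.

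The alternatives were a pseudocount of 10, a mean of at least 100 (10173 genes), no filter on low values (20136 genes), quantile normalisation, a fit of the compared libraries alone, the replicate number as a block, array weights, the quasi-likelihood test of edgeR and the Wald test of DESeq2 on the recovered reads, and leaving out each library in turn. A covariate for the number of genes detected, and a fit without the 2 day 4 groups of 1 library, were added after the data were seen. Regrouping of libraries used all 10 splits of 3 against 3 libraries, or 100 splits drawn at random, and permutation tests used 100000 permutations unless another number is given. Principal components were computed from the 500 most variable genes, with 2000 as the alternative.

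The tests were checked on simulated counts for 13964 genes with the real means, spreads and library sizes, of which 200 were changed 4-fold. For p3 against pMN over both days limma recovered 79 of the 200 genes (39.5%) with 1 false call, and 85.2% of the 88 changed genes with a dispersion below 0.5. For 3 against 3 libraries it recovered 26 genes (13%), again with 1 false call. The edgeR test also recovered 79 genes with 1 false call. The simulated libraries were of equal quality, so the simulation did not test how the methods treat uneven libraries. DESeq2 recovered 122 with 300 false calls, of which 280 were genes with a group at 0 in all its libraries. In a simulated comparison of pMN with p2 without any change, limma made 0 false calls and DESeq2 made 268. A list of 10 genes simulated 4-fold higher had a median of 2.01, at percentile 100 of the random lists, and a list of 10 unchanged genes a median of -0.06, at percentile 31.3.

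The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Positions are 1-based starts and ends of genes on mm10 from the deposited annotation. A value for a gene is the sum over the exons of its annotated transcripts. Exons on the opposite strand overlap those of Pax6 (Elp4), Nkx2-2 (Nkx2-2os), Shh (9530036O11Rik), Prox1 (LOC102632463), Gli1 (Arhgap9), Mir124a-1hg (Gm51272) and C130071C03Rik (Gm51268). Values of these genes are uncertain to the extent that reads were counted without regard to strand. Gbp8 and Chmp1b belong to gene families with closely related members, between which reads could be divided. Chromatin accessibility data were not analysed here.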

Results

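The study measured gene expression in mouse ES cell-derived neural progenitors that had been exposed to different concentrations of SAG and sorted by cell type. The data comprised 65 libraries in 25 groups. NMPs on day 3 gave 3 libraries. Day 4 gave 16 libraries, day 5 gave 24 and day 6 gave 22, each in 8 groups of SAG concentration and cell type. Over all days there were 17 libraries of p0-1, sorted at 0 and 10 nM SAG, and 15 of p2, sorted at 10 and 100 nM. For pMN and p3, both sorted at 100 and 500 nM, there were 15 libraries each. Every day 5 group had 3 libraries, as did the day 6 groups except p3 and pMN at 500 nM, which had 2. On day 4 p3 at 100 nM and p2 at 10 nM had 1 library each. Each library held 7615114 to 13484815 reads assigned to genes, and between 9718 and 15963 genes had at least 1 read.

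To ask whether libraries resembled each other by cell type or by SAG concentration, log2 values of the day 5 libraries were correlated across genes. Genes are not independent replicates, so the correlations describe pairs of libraries. Pairs from the same group had a median r of 0.765 (SD 0.035, 24 pairs), and pairs of the same cell type from another SAG concentration a median r of 0.768 (SD 0.038, 36 pairs). Pairs of different cell types had a median r of 0.753 (SD 0.037, 216 pairs). These medians differed by less than the spread between pairs. In a one-sided permutation test over the 24 libraries the mean r within cell types exceeded that between cell types by 0.0103, with p = 1e-05, the smallest that 100000 permutations can give. Permuting SAG concentrations within cell types gave a mean difference of -0.0011 and a one-sided permutation p of 0.69. Adjusted for both tests, the p-values were 2e-05 and 0.69. The second test was biased against an effect of SAG. Pairs from one group never have the same replicate number, but 12 of the 36 pairs at another concentration do, and their median r was 0.78. The other 24 had a median r of 0.763. Among pairs with different numbers, SAG concentrations were then exchanged within cell type and number, in 4096 permutations. The mean difference was 0.0033 with a one-sided permutation p of 0.012 (0.016 adjusted over 4 tests). This test was chosen after the data were seen. Its permutation p ran from 0.0078 to 0.047 over a pseudocount of 10, quantile normalisation and the restriction to genes with a mean of at least 100. The difference ran from -0.0021 to 0.008 without 1 library at a time, so a small effect of SAG is neither excluded nor secure. For cell types the difference among pairs with different numbers was 0.0111 (one-sided permutation p = 1e-04, 2e-04 adjusted). That p is the smallest that the 10000 permutations of this test can give. The alternative that moved the correlations most was the restriction to genes with a mean of at least 100, which gave medians of 0.644, 0.649 and 0.613.

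In a principal component analysis of the 500 most variable genes, the first 3 components held 17.5%, 7.5% and 6% of the variance. Day explained 89.1% of the first component, on which libraries averaged -59.7 on day 3, -42.3 on day 4, 8.2 on day 5 and 30.0 on day 6. On days 5 and 6, cell type explained 73.7% of the third component. Its mean was 20.0 ± 13.9 (SD, n = 11) in p3 and 16.3 ± 11.6 (SD, n = 11) in pMN, and these overlapped. It was -4.7 ± 7.6 (SD, n = 12) in p2 and -26.4 ± 12.7 (SD, n = 12) in p0-1. The second component followed the number of genes detected per library.

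**Figure D1:**
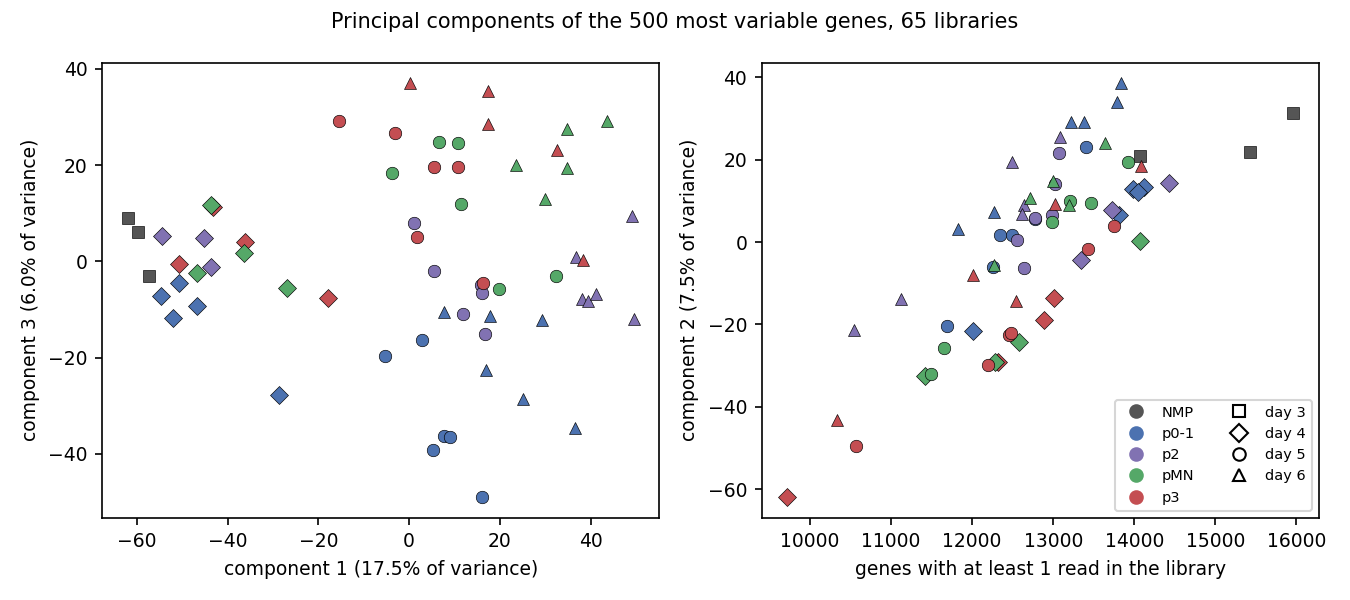
Each point is 1 of the 65 libraries, placed by its scores on principal components of the 500 most variable genes on the log2 scale. Libraries spread along the first component by day, and on days 5 and 6 the third component runs from p0-1 at a mean of -26.4 to p3 at a mean of 20.0.

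The cells had been selected for SOX2 and divided into types by the proteins PAX6, NKX6.1, OLIG2 and NKX2.2, so the RNAs of the genes of these 4 were compared first, over days 5 and 6. Nkx2-2 (chromosome 2, 147177546 to 147186402) had 254.8 ± 90.9 normalised reads (SD, n = 11) in p3 and 15.8 ± 30.9 (SD, n = 11) in pMN. All 11 p3 libraries lay above all pMN libraries, and the log2 change was 5.67 (SE 0.65, limma adjusted p = 1.53e-07). With edgeR the adjusted p was 0.0387, the highest over the alternatives, which began at 1.3e-11. Nkx2-2 had 0.5635 ± 1.61 reads (SD, n = 12) in p2 and was at 0 in all 12 libraries of p0-1, which placed p3 at least 87.3-fold above p0-1. Olig2 (chromosome 16, 91225550 to 91228677) had 3574 ± 1320 reads (SD, n = 11) in pMN, 823.3 ± 489 (SD, n = 11) in p3, 423.1 ± 516 (SD, n = 12) in p2 and 8.625 ± 29.6 (SD, n = 12) in p0-1. The change between pMN and p2 was 4.52 (SE 0.81, limma adjusted p = 0.00203), shown by 11 of 11 pMN libraries. Without replicate 3 of pMN at 500 nM on day 6 it was 4.46 with an adjusted p of 0.0127, the highest over the alternatives, which began at 1.09e-06. The change between p3 and pMN, -2.88 (SE 0.84), was shown by 11 of 11 p3 libraries but did not pass the threshold, with a limma adjusted p of 0.069. The p3 values ran from 0, in replicate 2 at 100 nM on day 6, to 1741. With a pseudocount of 10 the change was -2.59 and its adjusted p 0.00296, the lowest over the alternatives, which reached 0.214.

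Nkx6-1 (chromosome 5, 101659197 to 101664711) had 591.2 ± 184 reads (SD, n = 11) in p3, 492.0 ± 170 (SD, n = 11) in pMN and 361.9 ± 160 (SD, n = 12) in p2, with no called difference among these cell types. In p0-1 it had 9.633 ± 21.3 reads (SD, n = 12), and every library of the other types lay above every p0-1 library. The log2 changes against p0-1 were 7.72, 7.45 and 6.95 for p3, pMN and p2, each with an SE of at most 0.5, and the limma adjusted p was at most 8.37e-15. Pax6 (chromosome 2, 105668896 to 105698410) had 3885 ± 1120 reads (SD, n = 12) in p2, 3379 ± 1330 (SD, n = 12) in p0-1, 1525 ± 568 (SD, n = 11) in pMN and 222.6 ± 215 (SD, n = 11) in p3. It was lower in p3 than in pMN by a log2 change of -3.39 (SE 0.41, limma adjusted p = 1.91e-07) in 11 of 11 p3 libraries, and this call held under every alternative. The p3 and p2 libraries did not overlap. The lower values of pMN against p2, a change of -1.48 with a limma adjusted p of 0.0785, and against p0-1, a change of -1.25 with an adjusted p of 0.0925, did not pass the threshold, although 11 of 11 pMN libraries lay below both medians. Both differences were called in a fit of the compared libraries alone (adjusted p = 7.73e-05 and 0.000406) and with DESeq2 (0.00219 and 0.00992). Over all alternatives the adjusted p ran up to 0.182 against p2 and to 0.227 against p0-1. Exons of Elp4 and Nkx2-2os overlap those of Pax6 and Nkx2-2 on the opposite strand.

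**Figure D2:**
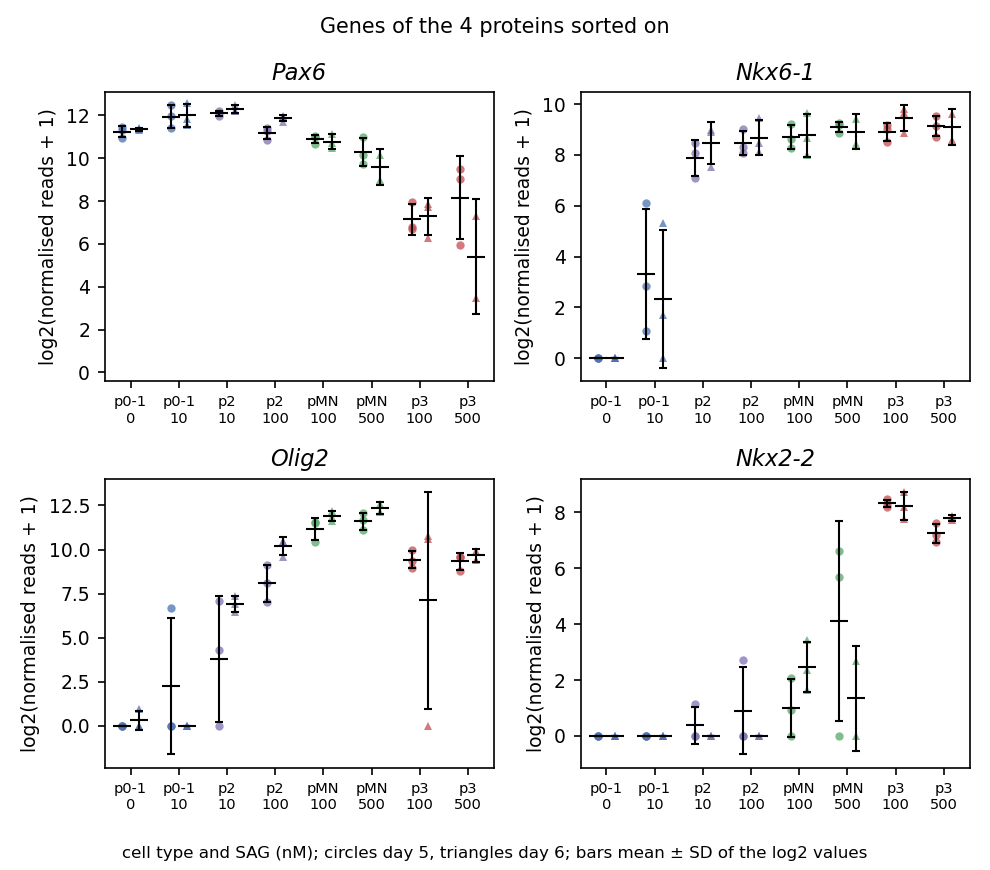
Normalised reads of Pax6, Nkx6-1, Olig2 and Nkx2-2 on a log2 axis after adding 1, for each library of days 5 and 6 by cell type and SAG concentration, with the mean and SD of each group. All 11 p3 libraries lie above the pMN libraries for Nkx2-2, and Nkx6-1 averages 9.633 reads in p0-1 against 361.9 in p2.

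Beyond the proteins that divided the cell types, the list of 19 markers held genes of single domains, neurogenesis and NMPs. Lmx1b averaged 8.73 reads and was not tested. Over all other genes of the list and 7 comparisons, 126 pairs were tested, of which 44 were called. These pairs include those of Sox2, Pax6, Nkx6-1, Olig2 and Nkx2-2. Sorting on the proteins of these genes favoured calls between cell types, so the 44 are not all evidence beyond the sorting. Adjusted over the list alone 54 were called, which is not independent evidence, since the list came from the study's description of the same cells. Dbx1 (chromosome 7, 49631499 to 49636835) had 2263 ± 880 reads (SD, n = 12) in p0-1 and was at 0 in all 11 p3 libraries, so that p3 was at least 875-fold lower. Its log2 change was -9.81 between pMN and p0-1 and -7.42 between p2 and p0-1, with limma adjusted p-values of 1.24e-15 and 1.34e-11 and no overlap of libraries. Prdm12 (chromosome 2, 31640037 to 31655795) was at 0 in all p3 and pMN libraries and had 319.8 ± 322 reads (SD, n = 12) in p0-1. Both calls were lost with DESeq2, at adjusted p-values of 0.163 and 0.218, the highest over the alternatives. Irx3 (chromosome 8, 91798511 to 91801654) was lower in p3 and pMN than in p0-1 by changes of -1.83 and -1.71 (limma adjusted p = 0.000252 and 0.00088), in 11 of 11 libraries of each. For p3 against p2 the change of -1.25, shown by 10 of 11 p3 libraries, had an adjusted p of 0.0197. The adjusted p was 0.00837 with a pseudocount of 10, 0.00254 with DESeq2, 0.00997 without replicate 2 of p3 at 100 nM on day 5 and 0.00813 without replicate 2 of p3 at 100 nM on day 6, and over all alternatives it reached 0.0752.

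Foxa2 (chromosome 2, 148042877 to 148046969) and Shh (chromosome 5, 28456840 to 28467101) were higher in p3 than in pMN. Shh, whose exons overlap those of 9530036O11Rik on the opposite strand, had 365.4 ± 416 against 7.941 ± 12.2 reads (SD, n = 11 each), with a change of 5.44 (SE 0.85, limma adjusted p = 3.22e-05) in 11 of 11 p3 libraries. The libraries overlapped, since the lowest p3 value was 0.8804 reads and the highest pMN value 33.21. The adjusted p of Shh was 0.0126 in a fit of the compared libraries alone, 0.0553 with DESeq2 and 0.064 with edgeR, in a range that began at 4.04e-08. The change of Foxa2 was 5.55 (SE 1.21, limma adjusted p = 0.0052), shown by 11 of 11 p3 libraries, and its call was lost in 10 of 33 alternative fits. Of these, 8 left out 1 library, and the adjusted p was highest, at 0.0285, without replicate 3 of p3 at 500 nM on day 6. The others were the array weights (0.0117) and edgeR (0.0844, the highest in a range from 3.45e-06). Neurog2 and Neurod1 were lower in p3 than in pMN by changes of -4.3 and -3.47 (limma adjusted p = 3.22e-05 and 0.00362), each in 11 of 11 p3 libraries. For Neurod1 the adjusted p was 0.0259 with edgeR, 0.0398 in a fit of the compared libraries alone, 0.0188 without replicate 3 of p3 and 0.0185 without replicate 3 of pMN, both at 500 nM on day 6, within a range of 7.9e-05 to 0.0398. The pan-progenitor gene Sox2, whose protein all sorted cells had been selected for, with Rfx3, Gli2 and Prox1, had 0 called differences between cell types, and 2 of their 24 pairs, both of Gli2, had an unadjusted p below 0.05. Cdx2 was at or below 3 reads in every library of days 5 and 6. T was at 0 there except for 262.2 reads in replicate 1 of p3 at 100 nM on day 6.

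The 6 pooled comparisons asked how far the sorted cell types lay apart in expression on days 5 and 6. Between p3 and pMN 97 of 13964 genes were called, 53 higher and 44 lower in p3. The alternative that moved this count most was DESeq2, with 782 genes. Without replicate 3 of p3 at 500 nM on day 6 the count was 57. The largest called increases in p3 were those of Vtn (chromosome 11, 78499120 to 78502325; log2 change 7.28, SE 1.12, limma adjusted p = 2.79e-05, in 11 of 11 p3 libraries) and Crhbp (chromosome 13, 95431376 to 95444831), which was at 0 in all 11 pMN libraries and on average at least 86.6-fold higher in p3, with reads in 8 of 11 p3 libraries (246.7 ± 327, SD). Vtn reached 1371 ± 1360 reads (SD, n = 11) in p3 against 42.96 ± 84 (SD, n = 11) in pMN, and replicate 2 of p3 at 100 nM on day 5 had 1.761. The largest decreases were those of Rgs8 (chromosome 1, 153653037 to 153697667; log2 change -7.28, SE 0.93, limma adjusted p = 6.03e-07) and Lhx3 (chromosome 2, 26200212 to 26208249; log2 change -6.55, SE 0.9, limma adjusted p = 3.33e-06), both in 11 of 11 p3 libraries. With edgeR the call of Lhx3 was lost at an adjusted p of 0.0983, the highest over the alternatives, which began at 5.71e-08, and those of Vtn and Crhbp at 0.0318 and 0.015, in ranges that began at 6.36e-07 and 4.54e-07.

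Against p2, 178 genes were called in p3, 101 higher and 77 lower, and 103 without replicate 3 of p3 at 500 nM on day 6. Against p0-1, 199 were called, 124 higher and 75 lower. Nkx2-9 (chromosome 12, 56611397 to 56613284) had 1262 ± 577 reads (SD, n = 11) in p3 and 24.8 ± 39.1 (SD, n = 12) in p2, with no overlap of libraries and a change of 7.86 (SE 0.7, limma adjusted p = 3.08e-11). It was at 0 in all 12 p0-1 libraries, which placed p3 at least 432-fold higher. Foxa2 was higher in p3 than in p2 and p0-1 by 8.88 and 8.9 (limma adjusted p = 6.58e-07 and 3.88e-07), with no overlap of libraries. Scube2 (chromosome 7, 109798691 to 109865679) stayed at or below 3 reads in all 11 p3 libraries, at least 209-fold below the mean of p2 and 259-fold below that of p0-1. Foxe3 (chromosome 4, 114924444 to 114926067) was lower in p3 than in p2 and p0-1 by log2 changes of -6.75 and -8.19 (limma adjusted p = 1.05e-09 and 1.1e-12), in 11 of 11 p3 libraries.

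Between pMN and p2, neighbouring domains that both formed at 100 nM SAG, 15 genes were called, 12 higher and 3 lower in pMN. Several single libraries changed this count by more than 1.5 times. It was 9 without replicate 1 or without replicate 3 of p2 at 100 nM on day 5, 8 without replicate 3 of pMN at 100 nM on day 5, and 9 without replicate 3 of pMN at 100 nM on day 6. It was 5 without replicate 3 of pMN at 500 nM on day 6, and 31 without replicate 2 of p2 at 100 nM (27 higher and 4 lower) or without replicate 1 of pMN at 500 nM on day 6. The last fit had 12 higher and 19 lower, so the balance of directions depended on a single library. Isl1 (chromosome 13, 116298270 to 116309688) had 1101 ± 717 reads (SD, n = 11) in pMN and 33.74 ± 52.7 (SD, n = 12) in p2, with no overlap of libraries and a change of 7.22 (SE 0.83, limma adjusted p = 1.75e-07), and its call held under every alternative. Nkx2-9 was higher in 10 of 11 pMN libraries, by 5.71 (SE 0.7, limma adjusted p = 7.23e-07), and lost its call in a fit of the compared libraries alone, at an adjusted p of 0.0123 in a range from 3.85e-13. Gbp8 (chromosome 5, 105014153 to 105053561), a member of a family of similar genes, was lower in 11 of 11 pMN libraries by a change of -6.51 (SE 1.1, limma adjusted p = 0.000764). It lost its call in a fit of the compared libraries alone, at 0.0326, and with edgeR at an adjusted p of 0.104, the highest over the alternatives, which began at 3.38e-06.

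Between pMN and p0-1 134 genes were called, 90 higher and 44 lower in pMN. The largest increases were those of Olig2 (11.12, SE 0.81, limma adjusted p = 2.1e-14), Grrp1 (chromosome 4, 134251110 to 134254106; 8.7, SE 0.68, adjusted p = 2.03e-13) and Isl1 (8.69, SE 0.83, adjusted p = 7.8e-11), each with every pMN library above every p0-1 library. Between p2 and p0-1 45 genes were called, 27 higher and 18 lower in p2, and 29 without replicate 1 of p2 at 100 nM on day 5. Prdm13 and Prdm16 were at or below 3 reads in all 12 p2 libraries, at least 46.9-fold and 39-fold below the means of p0-1. The call of Prdm13 was lost with DESeq2, at an adjusted p of 0.39 in a range from 2.82e-09.

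On day 5 the study compared the chromatin accessibility of cell types formed at the same SAG concentration, and of one cell type formed at different concentrations. Comparisons of these 2 kinds were made here on expression, with 3 libraries per group. The median SE of a log2 change was 1.18 in these comparisons, against 0.62 for p3 and pMN over both days. Between p3 and pMN 0 genes were called at 500 nM (619 at an unadjusted p below 0.05) and 8 at 100 nM, 1 higher and 7 lower. At 100 nM Nkx2-2 was higher in all 3 p3 libraries, with 319.5 ± 30.8 against 1.383 ± 1.66 reads (SD, n = 3 each; log2 change 7.31, SE 1.23, limma adjusted p = 0.00114). Without replicate 2 of pMN its change was 6.81 and the adjusted p 0.0194. The call was also lost in a fit of the compared libraries alone (0.271), with DESeq2 (0.0179) and with edgeR (0.433), within a range that began at 6.4e-06. Chmp1b, from a family of similar genes, was lower in all 3 p3 libraries, at 4.376 ± 7.58 against 408.9 ± 176 reads (SD, n = 3 each; log2 change -7.32, SE 1.09, limma adjusted p = 9.02e-05). With edgeR its adjusted p was 0.0207, and in a fit of the compared libraries alone 0.464, in a range from 4.76e-10. The count of 8 became 109 without replicate 1 of p3, 101 without replicate 3 of p3 and 4 without replicate 2 of pMN. Between pMN and p2 at 100 nM 0 genes were called (549 at an unadjusted p below 0.05), and 1 without replicate 3 of p2. Between p2 and p0-1 at 10 nM 0 were called (580 at an unadjusted p below 0.05). There were 5 without replicate 1 and 3 without replicate 3 of p0-1, and 1 without replicate 2 and 3 without replicate 3 of p2.

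For the same cell type at 2 SAG concentrations, 5 genes were called in p3, all higher at 500 than at 100 nM. They were Cdc14a, Chmp1b and Borcs7, and, outside the naming rule and given after their values were seen, Armcx3 and Mettl23. Armcx3 changed by 6.07 (limma adjusted p = 0.00773), although its values at 100 nM ran from 0 to 861.8 reads and overlapped those at 500 nM, from 497 to 785.9. Mettl23 changed by 5.99 (limma adjusted p = 0.000121), from at most 241 to at least 420.7 reads. Cdc14a (chromosome 3, 116272553 to 116424032) was at 0 in all 3 libraries at 100 nM and at least 108-fold higher in the 3 libraries at 500 nM, with a limma adjusted p of 0.00829. That call was lost in 9 of 17 alternative fits. Of these, 4 left out 1 library, with adjusted p-values of 0.0496 without replicate 2 at 100 nM and of 0.0178, 0.143 and 0.0436 without replicate 1, 2 and 3 at 500 nM, in a range from 1.78e-09 to 0.143. Borcs7 (chromosome 19, 46689906 to 46703382) was at or below 3 reads in all 3 libraries at 100 nM and at least 48.4-fold higher at 500 nM (limma adjusted p = 0.000364). Its call was lost without replicate 2 at 500 nM (0.0132), with a pseudocount of 10 (0.122), after quantile normalisation (0.0204), with edgeR (0.011) and in a fit of the compared libraries alone (0.248), in a range from 3.57e-08. Chmp1b (chromosome 18, 67205359 to 67207887) had 285.3 ± 162 reads at 500 nM and 4.376 ± 7.58 at 100 nM (SD, n = 3 each; log2 change 6.65, SE 1.09, limma adjusted p = 0.000795). Its call was lost without replicate 2 at 100 nM or without replicate 2 or 3 at 500 nM, at adjusted p-values of 0.0226, 0.0232 and 0.015. It was also lost with a pseudocount of 10 (0.0491), with edgeR (0.0474) and in a fit of the compared libraries alone (0.649), in a range from 1.57e-08. The count of 5 was 82 without replicate 1 at 100 nM, 66 without replicate 3 at 100 nM, 3 without replicate 1 or without replicate 3 at 500 nM, 1 without replicate 2 at 500 nM and 0 with edgeR (975 at an unadjusted p below 0.05). Both this comparison and that of p3 with pMN at 100 nM rest on the same 3 p3 libraries. In pMN 0 genes were called between 500 and 100 nM (574 at an unadjusted p below 0.05), and 3 without replicate 3 at 100 nM. In p2 0 were called between 100 and 10 nM (455 at an unadjusted p below 0.05), and 2 without replicate 2 at 10 nM. In p0-1 Pax3 (chromosome 1, 78101267 to 78197136) was the 1 gene called, at 0 in all 3 libraries at 10 nM and at least 64-fold below its 204.4 ± 110 reads (SD, n = 3) at 0 nM. Its call was lost with array weights, in a fit of the compared libraries alone, with edgeR and with DESeq2, at adjusted p-values of 0.0225, 0.247, 0.915 and 1, in a range from 5.2e-07. The count was 4, 3 and 31 without replicate 1, 2 and 3 at 0 nM. Whether the difference between p3 and pMN itself depended on SAG was tested as an interaction, with 0 genes called (912 at an unadjusted p below 0.05). Without replicate 1, 2 and 3 of p3 at 100 nM the interaction had 11, 2 and 6. A call in one of these comparisons and not in another therefore does not show that they differ.

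**Figure D3:**
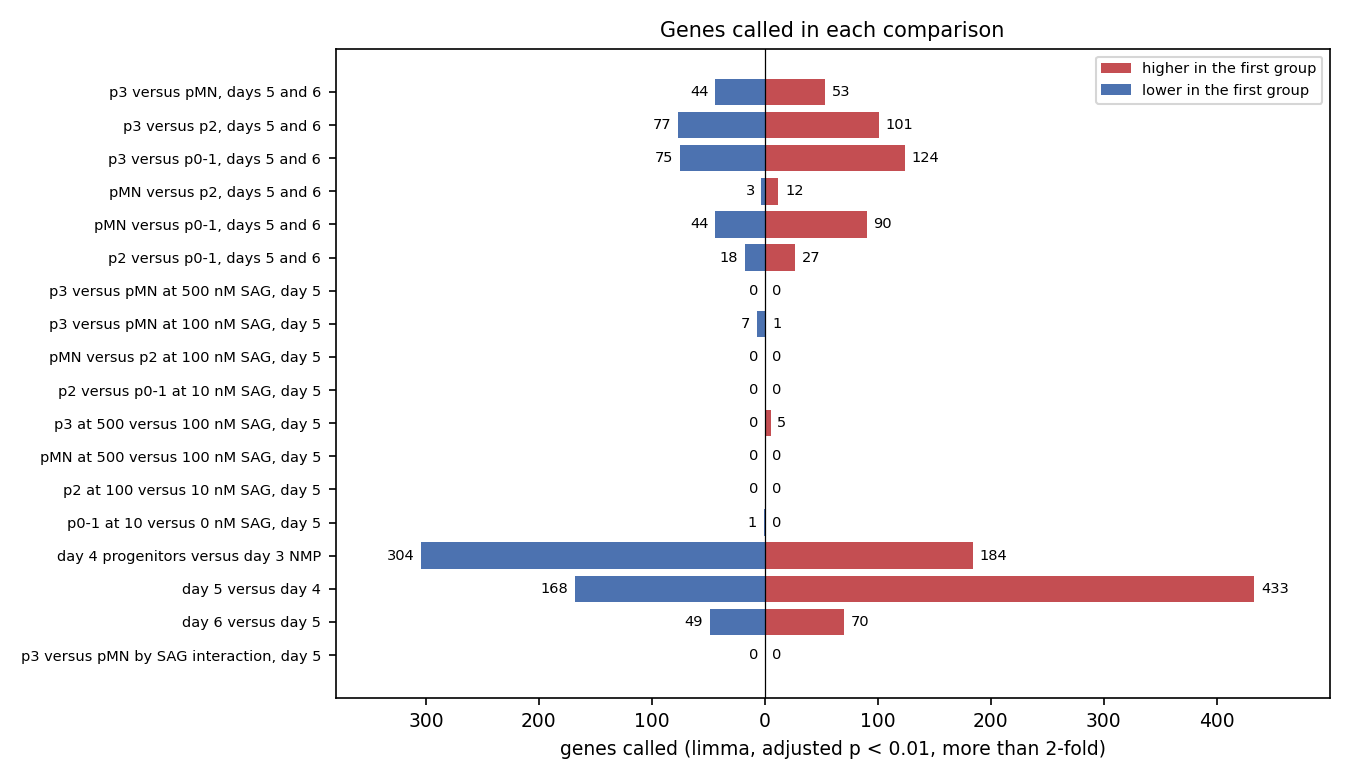
Genes called higher and lower in each comparison by limma (adjusted p below 0.01 and more than 2-fold), as horizontal bars of gene counts that start at 0. The comparisons within day 5, with 3 libraries per group, hold at most 8 genes, and those of cell types over days 5 and 6 between 15 and 199.

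The dose response was also followed in a list of 4 target genes of the Shh pathway. Gli1 (chromosome 10, 127329882 to 127341579), whose exons overlap those of Arhgap9 on the opposite strand, had on day 5 26.71 ± 37.5 reads in p0-1 at 0 nM, 126.5 ± 115 in p0-1 at 10 nM and 563.6 ± 112 in p2 at 10 nM (SD, n = 3 each). It had 857.7 ± 86.2 in p2 at 100 nM, 1341 ± 67.5 in pMN at 100 nM and 1382 ± 511 in p3 at 100 nM (SD, n = 3 each). At 500 nM it had 1772 ± 435 reads in pMN and 1105 ± 346 in p3 (SD, n = 3 each). Within cell types, over days 5 and 6, 16 pairs of gene and cell type were tested between SAG concentrations. Adjusted over all genes tested 0 were called, while 4 had an unadjusted p below 0.05. Adjusted over the list alone 2 were called, Ptch1 in p2 and Gli1 in p0-1. Ptch1 (chromosome 13, 63508328 to 63573460) rose from 1809 ± 569 to 3832 ± 1860 reads (SD, n = 6 each) in p2 between 10 and 100 nM, a change of 1.02 (SE 0.27, limma adjusted p over the list 0.00654, over all genes 0.146) shown by 5 of 6 libraries. Over the alternatives its adjusted p over all genes ran from 0.00347 to 0.524. Gli1 in p0-1 rose from 40.67 ± 32.3 to 160.1 ± 102 reads (SD, n = 6 each) between 0 and 10 nM, a change of 2.19 (SE 0.64, limma adjusted p over the list 0.00654, over all genes 0.421) shown by 5 of 6 libraries. Without replicate 2 of p0-1 at 10 nM on day 5 its change was 3.04 with an adjusted p over all genes of 0.00929, and over the alternatives this p ran from 0.00252, with DESeq2, to 1. Ptch1 in p0-1 changed by 0.95 with the same adjusted p over the list, below the 2-fold threshold. Between 100 and 500 nM the changes of Gli1, Ptch1 and Hhip ranged from -0.89 to 1.24 in p3 and from 0.11 to 0.2 in pMN, and 0 of the 8 pairs of the list in these cell types had an unadjusted p below 0.05.

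**Figure D4:**
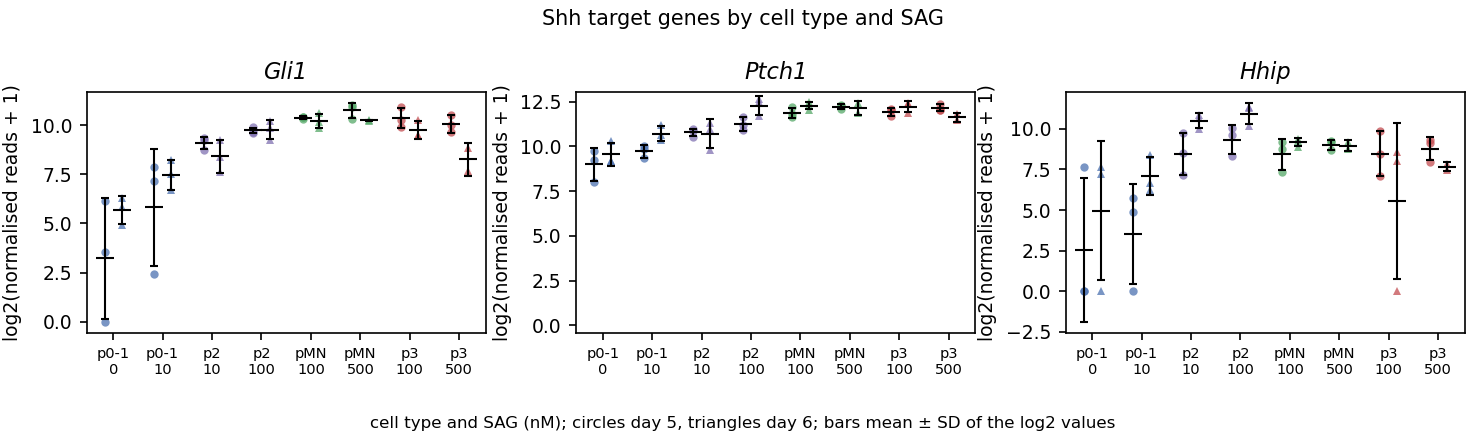
Normalised reads of Gli1, Ptch1 and Hhip on a log2 axis after adding 1, for each library of days 5 and 6 by cell type and SAG concentration, with the mean and SD of each group. Gli1 on day 5 averages 26.71 reads in p0-1 without SAG and 1772 in pMN at 500 nM.

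The last comparisons asked what changed with time. Between the day 3 NMPs and the 16 day 4 libraries 488 genes were called, 184 higher and 304 lower on day 4. The median change of all tested genes was -0.4 on the log2 scale, and it was -0.058 after quantile normalisation, so the split is relative to that shift. Without replicate 2 or replicate 3 of the NMPs the count was 270 or 324. Ednrb (chromosome 14, 103814615 to 103844476), Sox1 (chromosome 8, 12395519 to 12399555) and Robo2 (chromosome 16, 73892306 to 75092770) were at 0 in all 3 NMP libraries and at least 843-fold, 248-fold and 233-fold higher on day 4, with reads in all 16 libraries. T (chromosome 17, 8434423 to 8442496) fell from 2407 ± 1430 (SD, n = 3) to 9.289 ± 25 reads (SD, n = 16), a change of -10.14 (SE 0.97, limma adjusted p = 1.55e-11) with no overlap of libraries. Wnt6 (chromosome 1, 74771892 to 74785319) fell by 10.72 (SE 1.13, limma adjusted p = 3.9e-10), again with no overlap, and Sp5 (chromosome 2, 70474923 to 70477726) was at least 361-fold lower on day 4. Cdx2 (chromosome 5, 147300900 to 147307249) fell by 6.81 (SE 0.72, limma adjusted p = 3.9e-10) in 16 of 16 day 4 libraries. The calls of T, Sp5 and Cdx2 were lost with DESeq2, at adjusted p-values of 0.0572, 0.27 and 0.481, in ranges that began at 1.55e-16, 1.15e-21 and 4.01e-17. That of Cdx2 was also lost with edgeR, at 0.0126. Sox2, selected for in the day 4 cells, rose by 2.44, Irx3 by 4.5 and Pax6 by 7.6, with limma adjusted p-values of at most 8.32e-08, in at least 15 of 16 day 4 libraries. Olig2 was at least 106-fold higher on day 4, in 11 of 16 libraries, and its limma adjusted p of 0.00198 rose to 0.0241, 0.0115 and 0.0238 without replicate 1, 2 and 3 of the NMPs. It was 0.156 with DESeq2 and 1 with edgeR, in a range from 4.68e-08.

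From day 4 to day 5 601 genes were called, 433 higher and 168 lower. Without the 1 library of p3 at 100 nM on day 4, which had the fewest genes detected, the count was 333. Mir100hg (chromosome 9, 41376526 to 41615183) rose by 7.26 (SE 0.56) and Miat (chromosome 5, 112213228 to 112228948) by 6.84 (SE 0.53), both with a limma adjusted p of 6.03e-14 and in 24 of 24 day 5 libraries. Miat had 654 reads or more in each of the 24 day 5 libraries and at most 296.6 in the day 4 libraries. Fst (chromosome 13, 114452262 to 114458951) fell by 7.98 (SE 0.47, limma adjusted p = 8.48e-18), from 363.7 ± 282 (SD, n = 16) to 0.292 ± 1.43 reads (SD, n = 24). From day 5 to day 6 119 genes were called, 70 higher and 49 lower. Cyp26b1 (chromosome 6, 84571414 to 84593908) rose by 5.98 (SE 0.62, limma adjusted p = 2.54e-09), from 23.47 ± 43.9 (SD, n = 24) to 361.8 ± 191 reads (SD, n = 22), in 22 of 22 day 6 libraries. C130071C03Rik, whose annotated exons contain Mir9-2, rose by 5.21 (limma adjusted p = 6e-07) in 22 of 22 day 6 libraries, and Mir9-3hg, at 0 in all 24 day 5 libraries, was on average at least 51.9-fold higher on day 6, with reads in 18 of 22 libraries (145.3 ± 165, SD). Cpn1 (chromosome 19, 43956308 to 43986520) fell by 5.25 (SE 0.69, limma adjusted p = 9.13e-07) in 21 of 22 day 6 libraries.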

Values the study reported

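The study reported its comparisons of cell types mainly for chromatin accessibility, which is another measure than the RNA values given above. Between pMN and p3 cells from the same SAG concentration it reported over 2000 differentially accessible peaks. Between p0-1 and p2 cells it reported almost 500 elements. Within pMN and within p3 it found no differential peaks between SAG concentrations. The correlation between accessibility samples made with the same method had an R2 above 0.94.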

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

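The covariate for the number of genes detected and the fit without the day 4 groups of 1 library were chosen only after the results were seen, as were the tests marked so below, and the other alternatives before the data were examined. Counts below are of genes called by limma unless a tool is named. A number of shared genes counts those also called in the reported fit. Except where a sentence gives one, the cause was not tested.

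The count test of DESeq2 moved every count of the 18 comparisons. Over days 5 and 6 it called 782 genes for p3 against pMN (84 shared), 986 for p3 against p2 (157 shared) and 887 for p3 against p0-1 (182 shared). It called 587 for pMN against p2 (11 shared), 749 for pMN against p0-1 (119 shared) and 632 for p2 against p0-1 (40 shared). Within day 5 it called 276 genes for p3 against pMN at 500 nM and 662 at 100 nM (6 shared), 289 for pMN against p2 and 423 for p2 against p0-1. Between SAG concentrations it called 574 genes in p3 (4 shared), 265 in pMN, 327 in p2 and 447 in p0-1 (0 shared, while limma had 798 at an unadjusted p below 0.05). Between days it called 1067 genes from day 3 to day 4 (328 shared), 2321 from day 4 to day 5 (545 shared) and 899 from day 5 to day 6 (105 shared). For the interaction it called 482, and for the Shh target genes 2 pairs. Of the 782 genes, 662 (84.7%) had a compared group at 0 in all its libraries, against 35 of the 97 called by limma, and over the comparisons this share ran from 65.5 to 99%. In simulated counts, 280 of 300 false calls of DESeq2 were such genes. DESeq2 gave no adjusted p for 27 genes.

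With edgeR there were 51 genes for p3 against pMN (46 shared), 130 for p3 against p0-1 (127 shared), 5 for pMN against p2 (4 shared) and 23 for p2 against p0-1 (21 shared). Within day 5 it called 1 gene for p3 against pMN at 100 nM (1 shared), 0 between concentrations in p3 (975 at an unadjusted p below 0.05) and 0 in p0-1 (748 at an unadjusted p below 0.05). In fits of the compared libraries alone, which have fewer libraries to estimate the spread, there were 47 genes for p3 against pMN (42 shared), 77 for p3 against p2 (71 shared), 109 for p3 against p0-1 (105 shared) and 24 for p2 against p0-1 (18 shared). They gave 0 genes for p3 against pMN at 100 nM on day 5 (790 at an unadjusted p below 0.05), 0 between concentrations in p3 (623 at an unadjusted p below 0.05) and 0 in p0-1 (508 at an unadjusted p below 0.05).

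With array weights the day 5 comparisons gave 4 genes for p3 against pMN at 500 nM, 2 for pMN against p2, 3 for p2 against p0-1, 1 between concentrations in p2 and 0 in p0-1 (597 at an unadjusted p below 0.05). They gave 2 for the interaction and 1656 from day 3 to day 4 (484 shared). Without a filter on low values, which tests more genes, the counts were 8 for p3 against pMN at 500 nM, 2 for pMN against p2, 5 for p2 against p0-1, 8 between concentrations in p3 (4 shared), 4 in pMN, 7 in p2 and 2 in p0-1 (1 shared). That setting also gave 2 for the interaction and 1346 from day 3 to day 4 (488 shared). With a mean of at least 100, which tests fewer genes, there were 59 genes for p3 against pMN (59 shared), 9 for pMN against p2 (9 shared), 292 from day 3 to day 4 (292 shared), 78 from day 5 to day 6 (75 shared) and 0 between concentrations in p0-1 (574 at an unadjusted p below 0.05). Median correlations between day 5 libraries fell to 0.644, 0.649 and 0.613 under that filter, for the same group, the same cell type at another concentration and other cell types, and were 0.817, 0.822 and 0.806 with a pseudocount of 10.

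A pseudocount of 10 gave 29 genes for pMN against p2 (14 shared), 14 for p3 against pMN at 100 nM on day 5 (7 shared), 1 for pMN against p2 on day 5, 1 between concentrations in p3 (1 shared) and 1 in p2. Quantile normalisation gave 24 for pMN against p2 (14 shared), 15 for p3 against pMN at 100 nM (7 shared) and 3 between concentrations in p3 (3 shared). With the covariate for genes detected, 3 genes were called between concentrations in p3 (3 shared). Without the day 4 groups of 1 library there were 306 from day 4 to day 5 (260 shared). With 2000 variable genes only the shares of variance held by the first 3 principal components were compared. None of these shares moved by more than the ratio used as a limit for the counts. The scores of the libraries, the shares explained by day and cell type, and the relation to genes detected were not recomputed. Whether those values depend on the number of variable genes is therefore open.

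The share of calls that were higher also moved with the scaling, the filter, the array weights and the test. For pMN against p2 it was 80%, and 58.3% after quantile normalisation, 53.8% with DESeq2 and 60% with the covariate. For p3 and pMN against p0-1 it went from 62.3 and 67.2% to 40.7 and 46.3% with DESeq2, and for p2 against p0-1 from 60% to 39.9% with DESeq2 and 78.3% with edgeR. From day 3 to day 4 it was 37.7%, and 53.8% after quantile normalisation, 53.7% with the covariate and 25.8% with DESeq2. With a mean of at least 100 there were 177 higher and 115 lower. Without a filter on low values there were 209 higher and 1137 lower, and with array weights 394 and 1262. The median change of all genes from day 3 to day 4 went from -0.4 to -0.058 after quantile normalisation and to 0.11 with the covariate. From day 4 to day 5 the share went from 72% to 89.3% with edgeR and 89.7% with DESeq2, with medians of 0.014, 0.197 and 0.225. From day 5 to day 6 it went from 58.8% to 38.7% with DESeq2, and there were 36 higher and 42 lower with a mean of at least 100. For p3 against pMN, with 53 higher and 44 lower, DESeq2 gave 349 and 433 and edgeR 25 and 26, and for p3 against p2 DESeq2 gave 481 and 505. Between concentrations in p3 it went from 100% to 83.3% with DESeq2, and the median from 0.199 to -0.029 with the covariate. For p3 against pMN at 100 nM the share went from 12.5% to 22.5% with DESeq2 and to 0% with edgeR (1 gene), and the median from -0.142 to 0.012 with the covariate. The median of the interaction went from 0.246 to 0.11 after quantile normalisation and to 0.006 with the covariate.

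Leaving out 1 library at a time gave 57 to 102 genes for p3 against pMN (22 fits), 103 to 198 for p3 against p2 (23 fits) and 155 to 216 for p3 against p0-1 (23 fits). The lowest of the first pair, 57 (55 shared) and 103 (99 shared), both came without replicate 3 of p3 at 500 nM on day 6. For pMN against p2 the counts ran from 5 (5 shared) without replicate 3 of pMN at 500 nM on day 6 to 31 without replicate 2 of p2 at 100 nM (14 shared) or replicate 1 of pMN at 500 nM (13 shared) on day 6. They ran from 110 to 133 for pMN against p0-1 and from 29 (29 shared), without replicate 1 of p2 at 100 nM on day 5, to 63 for p2 against p0-1. Within day 5, with 6 fits each, they were 0 to 0 for p3 against pMN at 500 nM (619 at an unadjusted p below 0.05 with all libraries) and 4 to 109 at 100 nM, 0 to 1 for pMN against p2 and 0 to 5 for p2 against p0-1. Between concentrations they were 1 to 82 in p3, 0 to 3 in pMN, 0 to 2 in p2 and 1 to 31 in p0-1. The counts of 109 (7 shared) and 82 (5 shared) both came without replicate 1 of p3 at 100 nM, and that of 31 (1 shared) without replicate 3 of p0-1 at 0 nM. From day 3 to day 4 they were 270 (266 shared), without replicate 2 of the NMPs, to 515. From day 4 to day 5 they were 333 (293 shared), without the library of p3 at 100 nM on day 4, to 660, and from day 5 to day 6 95 to 152. The interaction had 0 to 11 over 12 fits, with 11 without replicate 1 of p3 at 100 nM. Single libraries also turned the balance of directions. Without replicate 1 of pMN at 500 nM on day 6, pMN against p2 had 12 genes higher and 19 lower, against 12 and 3 with all libraries. Without replicate 3 of p3 at 100 nM on day 6 there were 41 higher and 59 lower for p3 against pMN (53 and 44 with all libraries), 74 and 83 for p3 against p2 (101 and 77) and 71 and 81 from day 5 to day 6 (70 and 49). Without replicate 2 of p2 at 100 nM on day 6 there were 27 and 36 for p2 against p0-1 (27 and 18). The marker list had 41 to 45 called pairs over 65 fits. The Shh target list had 0 to 1 over 46 fits, with 1 without replicate 2 of p0-1 at 10 nM on day 5.

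The labels give libraries of different groups the same replicate numbers. Deviations from group means correlated with a median r of 0.033 over 186 pairs of libraries with the same number and day, of which 1.6% exceeded 0.1, against -0.019 over 358 pairs with other numbers. These correlations fall short of pairs of libraries, but libraries with the same number did share a small effect. The mean difference in r, 0.052, exceeded those of all 10000 permutations of the numbers within groups (highest 0.029, one-sided permutation p = 1e-04). In 12 of the 14 groups of 3 libraries on days 5 and 6 replicate 2 had the lowest score on the third principal component, and in 11 of the 14 the fewest genes detected. This test was chosen after those scores had been seen. With the replicate block 26 genes were called between pMN and p2 (15 shared), 14 higher and 12 lower in pMN, against 12 and 3 without it, and no other count moved by more than 1.5 times. The test of SAG concentrations on the correlations between day 5 libraries changed when only pairs with different numbers were used. It went from a mean difference of -0.0011 (one-sided permutation p = 0.69) to 0.0033 (0.012, from 4096 permutations). The second of these tests was chosen after the data were seen. The lists of the closing section were also fitted with the block, which was likewise added after the data were seen. The median of the floor plate list from day 5 to day 6 was then 2.69 in p3, at percentile 100, and 0.54 in pMN, at percentile 92.1, and the difference between these cell types stayed at 1.88. The neuron list had a median of 0.41 between pMN and p2, at percentile 83.7.

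Single genes were followed under the alternatives in 113 pairs of gene and comparison. These were the called pairs of listed genes, the genes of the 4 proteins that divided the cell types, listed genes with an adjusted p below 0.01 over their list, and genes named by the rule. Of these, 94 were called and 58 kept their call under every alternative run, while 36 lost it under 1 or more, and 9 of the 19 that were not called became called under 1 or more. No direction reversed (0 pairs). The test of edgeR lost 28 calls and gained 1, fits of the compared libraries alone lost 21 and gained 2, DESeq2 lost 12 and gained 8, and array weights lost 7 and gained 1. A pseudocount of 10 lost 4 and gained 3, and quantile normalisation and the covariate lost 2 each. Leaving out 1 library lost 16 and gained 4. The higher filter (84 pairs), no filter, the replicate block and the fit without the day 4 groups of 1 library changed no call.

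With 3 libraries per group the median SE of a log2 change was 1.18, and in simulated counts limma recovered 13% of genes changed 4-fold, against 39.5% for p3 and pMN over both days. A count of 0 within day 5 therefore leaves room for some changes of that size. The 200 genes simulated gave 26 calls there, in libraries of equal quality. In the simulation limma and edgeR recovered the same number of genes. On the real libraries they called 97 and 51 genes for p3 against pMN over both days. The simulated libraries thus did not behave like the real ones. The 26 calls therefore set no limit on how many changes went uncalled for p3 against pMN at 500 nM.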

Other observations

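The tests of other splits of the libraries and of a lower share of p3 cells were chosen before their results were seen, and all other tests below only after the patterns had been seen.

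Other splits of the same libraries were compared with the real one in a model of 2 sets of libraries, which calls fewer genes than the full model. The day was a further term only for comparisons of cell types over days 5 and 6. For the interaction the model held cell type, SAG concentration and their interaction. For each of the 6 comparisons of cell types over days 5 and 6, and for the 3 comparisons between days, 1 of 100 splits, the real one, gave as many genes. The real counts were 64, 82, 127, 8, 104 and 20 genes for p3 against pMN, p2 and p0-1, pMN against p2 and p0-1, and p2 against p0-1. They were 456, 317 and 75 for the steps from day 3 to day 4, to day 5 and to day 6. The highest count of another split was 29, for p3 against p0-1. Within day 5 only 10 splits of 6 libraries exist, so the share cannot fall below 0.1, and the number of genes at an unadjusted p below 0.05 was compared. For p3 against pMN, 6 of the 10 splits gave as many genes at 500 nM and 1 at 100 nM. For pMN against p2 at 100 nM it was 7 and for p2 against p0-1 at 10 nM 5. Between SAG concentrations it was 5 in p3, 8 in pMN, 6 in p2 and 8 in p0-1. For the interaction 47 of 100 splits gave as many genes, so its number of genes was that of an arbitrary grouping.

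The second principal component correlated with the number of genes detected per library, with Pearson's r 0.79 and Spearman's rho 0.78 over 65 libraries. The relation held within day 4 (r 0.97, rho 0.95, 16 libraries), day 5 (r 0.86, rho 0.83, 24 libraries) and day 6 (r 0.89, rho 0.87, 22 libraries). Every permutation p was 1e-05, the smallest that the permutations can give, and the same after adjustment. Without the 2 libraries farthest from the median number of genes, r was 0.75 overall and 0.95, 0.78 and 0.8 within the days. Detection may therefore be the main technical axis of these libraries. Day explained 18.6% of the second component, and cell type explained 24.7% of it on days 5 and 6. The component is therefore not shown to be purely technical. Whether detection comes from cell number, fixation or amplification was not tested, and no biological explanation was tested.

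The library of p3 at 100 nM on day 4, the only one of its group, had 9718 genes detected, the fewest of all, from 13484815 reads, the most of all. A comparison of p3 with pMN on day 4, which was not among those planned, gave 656 genes, 29 higher and 627 lower in p3. Without that library it gave 6 genes, of which 5 were among the 656. From day 4 to day 5 the genes called higher went from 433 to 171 without it, and all calls from 601 to 333, of which 293 were shared. These counts are consistent with 1 library of low complexity making most of the day 4 difference and much of the apparent gain on day 5. A low number of reads is not the cause, given its total.

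Floor plate genes rose in p3 from day 5 to day 6. Of the list of 9, the 7 tested were all higher, of which 3 were also in the marker list. Ferd3l and Foxj1, with means of 3.08 and 4.37 reads, were too low to test. The median log2 change was 2.79, above all 10000 random lists, and 2.26 to 3.28 over 11 fits that each left out 1 library. None passed the threshold as a single gene. Slit2 changed by 4.84, Foxa1 by 3.58, Spon1 by 2.79, Shh by 2.72, Foxa2 by 0.83 and Ntn1 by 0.71. With the number of genes detected in the model the median was 2.77, which argues against detection as the cause. For a change shared by all cell types, the list was followed in the others. Its median was 0.64 in pMN, -0.08 in p2 and -0.3 in p0-1, with 1, 3 and 4 genes at the floor, and the highest percentile among random lists was 93.6, in pMN. That lies just under the limit of 95, and it was 94.9 with genes detected in the model. Because this first test was seen to be borderline, a second was added afterwards, which took the p3 change less the pMN change for each gene. Its median was 1.88, at percentile 99.5, on the side of a larger rise in p3. The random lists drew genes independently, so the percentile covers neither genes that move together nor the error between libraries. A change of equal size in p3 and pMN is therefore not excluded. The median of this second test was 1.35 without replicate 2 of p3 and 2.82 without replicate 2 of pMN, both at 500 nM on day 5. These were the ends of the range over 22 fits. A rise of the list in pMN stays open. A lower share of p3 cells on day 6 could also raise these genes. Nkx2-9 changed by -1.13 (SE 1.02) and Nkx2-2 by 0.23 (SE 0.92), which disagree within large errors, so this explanation cannot be told apart from a change within p3 cells. Among listed genes, none of 44 tests of an interaction passed an adjusted p of 0.05, and 1 had an unadjusted p below 0.05. A candidate explanation, tested no further here, is that p3 cells became more like floor plate. The study asked whether its p3 cells contained floor plate cells, by comparison with cultures made to form floor plate. It reported that floor plate markers were little expressed in the spinal cord cultures, on day 6 as well.

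Isl1, Lhx3 and Slc10a4 were higher in pMN than in p2 by 7.22, 4.93 and 5.55, the last in 10 of 11 pMN libraries. The call of Slc10a4 was lost in 22 of 33 alternative fits, whose adjusted p-values ran from 8.69e-07 to 0.119. These genes are also used by motor neurons, so RNA of neurons in the pMN libraries is a candidate source. A list of 8 neuron genes, none of them in the marker list, had a median change of 0.43 between pMN and p2, at percentile 83.1 of random lists. It was 0.18 without replicate 3 and 0.67 without replicate 1 of pMN at 500 nM on day 6, and 0.27 without replicate 3 of p2 at 100 nM on day 5. The test decides neither way, and neuronal RNA cannot be told apart from expression in progenitors. The same list was higher in pMN and p2 than in p0-1 by medians of 1.21 and 1.6, lower in p3 than in pMN with a median of -0.92, and higher on day 6 than on day 5 in p3 (1.95), pMN (1.95), p2 (0.92) and p0-1 (2.66), at percentiles of at least 99.9 for these last 4. Those values suggest more neuronal RNA on day 6 in every sorted type.

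Of the Shh targets, Gli1 was lower in p3 than in pMN on day 6 by a change of -1.24 (SE 0.71, limma adjusted p = 0.662), and Hhip was higher in p2 than in p3 at 100 nM over both days by 3.15 (SE 1.28, limma adjusted p = 0.164). Both fail correction for multiple tests. On day 6 Hhip had 2098 ± 806 reads in p2 at 100 nM and 214.3 ± 196 in p3 at 100 nM (SD, n = 3 each), where replicate 2 of p3 had 0. On day 5 the libraries at 100 nM overlapped, with 324.3 to 1043 reads in p2 and 133.8 to 919.6 in p3. With the number of genes detected in the model the changes were -1.16 and 2.59, each within 1 SE of the first value. Since neither pattern is beyond its error after correction, detection and a difference between cell types cannot be told apart for these genes.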
